A study of Mus musculus with 6 samples.

How the data were processed

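Total RNA of 6 mouse samples was sequenced, 1 library per group. The groups were embryonic stem cells (mESC), cells labelled primitive neural stem cells (NSC) and 4 tissue preparations. The tissues were leg muscle fibers, subcutaneous fat cells, spleen cells and whole thymus from B6 males of 4 weeks. Per the labels' protocols, the NSC were made from the mESC by 6 days in a defined serum-free medium. Per the labels' protocols, RNA was extracted with TRIzol and libraries were made with a NEBNext Ultra kit. Per the series' design text, muscle and fat were digested with collagenase at 37 degrees, for 50 and 40 minutes respectively, and spleen cells were treated for 10 minutes with a red cell lysis buffer. The design text gives no digestion step for thymus tissue. Per the labels' protocols, cells were collected with trypsin. Groups were taken from the labels' cell type field and columns of the table were matched to samples by names in the labels.

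The authors deposited 1 table of FPKM values (fragments per kilobase of gene, relative to a total per library) for 55060 genes, with each gene's position, length and type. The aligner, the counting tool, the genome build and the annotation are not stated in the labels. Of the gene IDs, 54409 were found in the GENCODE M21 annotation of GRCm38, and 98.3% of these had the same start and end there, so positions are given on GRCm38. A further 528 loci in the table carry only a serial number. No strand setting is stated, so genes that overlap others, or that have near-identical copies, were treated as uncertain.

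The deposited FPKM values multiplied by gene length fell on whole multiples of 1 step per library for 100% of nonzero values, within 0.02 of a step. Whole reads or read pairs could therefore be recovered, and the file does not say which were counted. They summed to 15406368 in mESC, 18587794 in the library labelled NSC, 16780509 in muscle, 15032859 in fat, 17362772 in spleen and 16149591 in thymus. The total by which each library had been divided was not this sum: it ranged from 0.577 times the sum in muscle to 1.28 times in thymus. The divisors followed median-of-ratios size factors of the recovered reads with a spread of 2.57% from lowest to highest, so the deposited values already carry a scaling between libraries. No label states it. For a gene of 2 kb, an FPKM of 1 stood for 19.4 reads in muscle and 41.4 in thymus. For each gene printed, a Wilson 95% interval was computed from its reads, and 3 reads were taken as the floor. Such intervals cover counting error only, since no molecular identifiers are described.

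With 1 library per group there is no replicate and no p-value was computed. Values were compared on the log2(FPKM + 1) scale, which understates changes of low genes. A gene was counted as expressed at an FPKM of 1 or more. Pairs of libraries were compared by the number of genes at least 4-fold apart among genes expressed in either. Library-enriched genes were at least 4-fold above each of the other 5 libraries. Genes shared by the cultured pair were at least 2-fold above all 4 tissues in both, and the same count was made for all 15 pairs. Pearson and Spearman correlations were taken across genes, which are not independent replicates.

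Gene lists had been fixed beforehand. There were 6 identity lists of 12 genes (pluripotency, neural stem, skeletal muscle, adipocyte, B cell and thymocyte) and 7 lists of cell machinery (cell cycle, ribosome biogenesis, ribosomal protein, spliceosome, proteasome, chromatin modifier and oxidative phosphorylation). A further 9 lists served other cell types and sex (neuron, mesendoderm, erythroid, macrophage, endothelial, fibroblast, brown fat, Y chromosome and X inactivation). All 408 list entries were found exactly once. List medians carry an order-statistic 95% interval across genes. For the machinery lists, the median log2 ratio to the library labelled NSC was reported minus the median of 10000 random lists of the same size, matched on mean expression in 20 bins, together with the percentile among them. The length of enriched protein-coding genes was compared with random lists in the same way. After the data had been seen, 3 lists were added: immediate early and stress genes, thymic epithelium and LIF signalling targets.

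Genes named in the text follow a rule fixed beforehand. They are list members, the 5 highest and 5 lowest protein-coding log2 ratios between the cultured libraries at an FPKM of at least 10, the 3 enriched protein-coding genes per library with the largest gap, and the 3 highest genes of each library. Names that are only clone or model numbers were left out. A result that needs an item held back from the text is not reported here. Gapdh, Ube2c and the unnamed loci were singled out after their values were seen.

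The alternatives listed before the data were examined were pseudocount 0.1, other FPKM minimums or none, FPKM rescaled to a common sum per library (TPM), median-of-ratios factors over genes expressed in all libraries, protein-coding genes only, leaving out libraries in turn, and other matching of the random lists. Added after seeing the data were mESC as the reference of the machinery lists, a correction of the log2 ratios for gene length, and the scalings and pseudocount for single named genes. On simulated reads with known answers, 200 of 200 genes changed 8-fold were called in the right direction, while counting noise alone called 1 of 11798 unchanged genes, or 39 with pseudocount 0.1. Of 40 random lists, 39 fell inside the central 95% of the random distribution. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.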

Results

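The transcriptomes of 6 mouse samples were measured by RNA-seq, with 1 library each for mESC, for cells labelled NSC and for preparations of thymus, spleen, subcutaneous fat and leg muscle. mESC are pluripotent cells cultured with LIF, a cytokine that maintains them. The labels describe the NSC as primitive neural stem cells derived from the mESC over 6 days. There were no replicates, so no difference below has a replicate check, and each comparison is between libraries. The design allows a comparison of the derived cells with their parent line and of the cultured cells with differentiated tissues.

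Between 15032859 reads in fat and 18587794 in the library labelled NSC were assigned to genes. At an FPKM of at least 1, 11784 genes were expressed in mESC, 11260 in the library labelled NSC, 12278 in muscle, 11862 in fat, 11998 in spleen and 12254 in thymus. Of the 55060 genes in the table, 18037 reached this level in at least 1 library, 7546 in all 6, and 24078 had no read anywhere. The minimum mattered most for these counts: at an FPKM of 5 they fell to between 6456 in the library labelled NSC and 7290 in spleen. The 10 highest genes held 35.3% of the summed FPKM in muscle and 24.6% in fat, against 17.2% in the library labelled NSC, 13.1% in mESC, 11.5% in spleen and 7.77% in thymus. Genes of the mitochondrial genome held 18.4% of FPKM in muscle, 19.4% in fat and 10.6% in the library labelled NSC, and at most 2.97% in the other libraries. As a share of reads, the mitochondrial genes took 0.843% in mESC (Wilson 95% interval 0.838% to 0.847%) and 5.18% in the library labelled NSC (5.17% to 5.19%).

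The highest named genes differed by library. Acta1, mt-Co1 and Mylpf were the 3 highest in muscle, and mt-Co1, Cfd and mt-Cytb in fat. In the other 4 libraries a short microRNA gene model had the highest FPKM. It was followed by Eef1a1 and Rplp1 in mESC and by the same genes in the other order in thymus. In the library labelled NSC mt-Co1 and mt-Nd1 followed, and in spleen Cd74 and Hba-a1.

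Across the 18037 genes expressed in any library, the cultured pair was the most alike of the 15 pairs, with a Pearson r of 0.933 and a Spearman rho of 0.921. Spleen and thymus followed with r 0.859 and rho 0.836, and muscle and fat with r 0.769 and rho 0.764. Muscle and spleen were the least alike, with r 0.518 and rho 0.497. Including all genes of the table moved muscle and spleen most, to r 0.736 and rho 0.748, while genes at an FPKM of at least 5 gave r 0.334. These values are across genes, which are not independent replicates.

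The identity lists tested whether each library carried the transcripts its label implies. The 12 skeletal muscle genes had a median log2(FPKM + 1) of 12.95 in muscle, 12.04 above the next library. The adipocyte list had a median of 10.26 in fat, with a gap of 7.86 to the next library. The B cell list had a median of 6.89 in spleen, with a gap of 4.72, and the thymocyte list a median of 7.71 in thymus, with a gap of 4.97. Pseudocount 0.1 moved the skeletal muscle gap most among these 4, to 12.99. Within the muscle list, Tnnc2 (chromosome 2, 164777161 to 164779967, GRCm38) had only 0.517 FPKM from 4 reads in muscle, and 74% of its 800 exonic bases are also exonic in another gene, Ube2c, on the opposite strand.

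The cultured pair did not separate by such gaps, which were 0.082 for the pluripotency list and 0.40 for the neural stem list. The pluripotency list had a median of 6.07 in mESC (95% interval across genes 4.90 to 8.36) and 5.99 in the library labelled NSC (4.90 to 9.29). The neural stem list had a median of 0.70 in the library labelled NSC (0.053 to 2.38) and 0.30 in mESC (0.064 to 2.65). Pou5f1, on chromosome 17 from 35506018 to 35510772, had 637 FPKM in the library labelled NSC (629 to 645 by counting error) and 290 in mESC (285 to 295). Nanog, on chromosome 6 from 122707489 to 122714633, had 77.9 FPKM against 31.9. The log2 ratio stayed above 0 under both other scalings of the libraries for Pou5f1 and Nanog. For Dppa5a, Dppa3 and Klf2 it was above 0 as deposited and below 0 when the FPKM were rescaled to a common sum (TPM). Esrrb had 28.9 FPKM in the library labelled NSC against 71.2 in mESC, and Klf4 0.189 against 1.83. Of the 12 pluripotency genes, 8 were higher and 4 lower in the library labelled NSC. Among the neural genes, Sox1 had 1.04 FPKM in the library labelled NSC, Pax6 0.38, Nes 4.2 and Sox3 31.6, against 0.252, 0.0869, 5.26 and 3.62 in mESC. Of the 12 neural stem genes, 5 were higher and 7 lower in the library labelled NSC, with the same directions under both other scalings. The median of their log2 ratios was -0.055, so the gap of 0.40 between list medians did not reflect a rise of most genes. Only 5 of the 12 reached an FPKM of 1 in the library labelled NSC and 4 in mESC. Some of these directions therefore rest on low levels. The differences smallest in size, -0.011 for Pou3f2 and -0.098 for Zic1, were counted as lower. Sox11 fell by 1.16 on the log2 scale. Since most neural stem genes were not higher there than in mESC, every direction drawn from the library labelled NSC below holds for that library and not for neural stem cells as such.

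**Figure D1:**
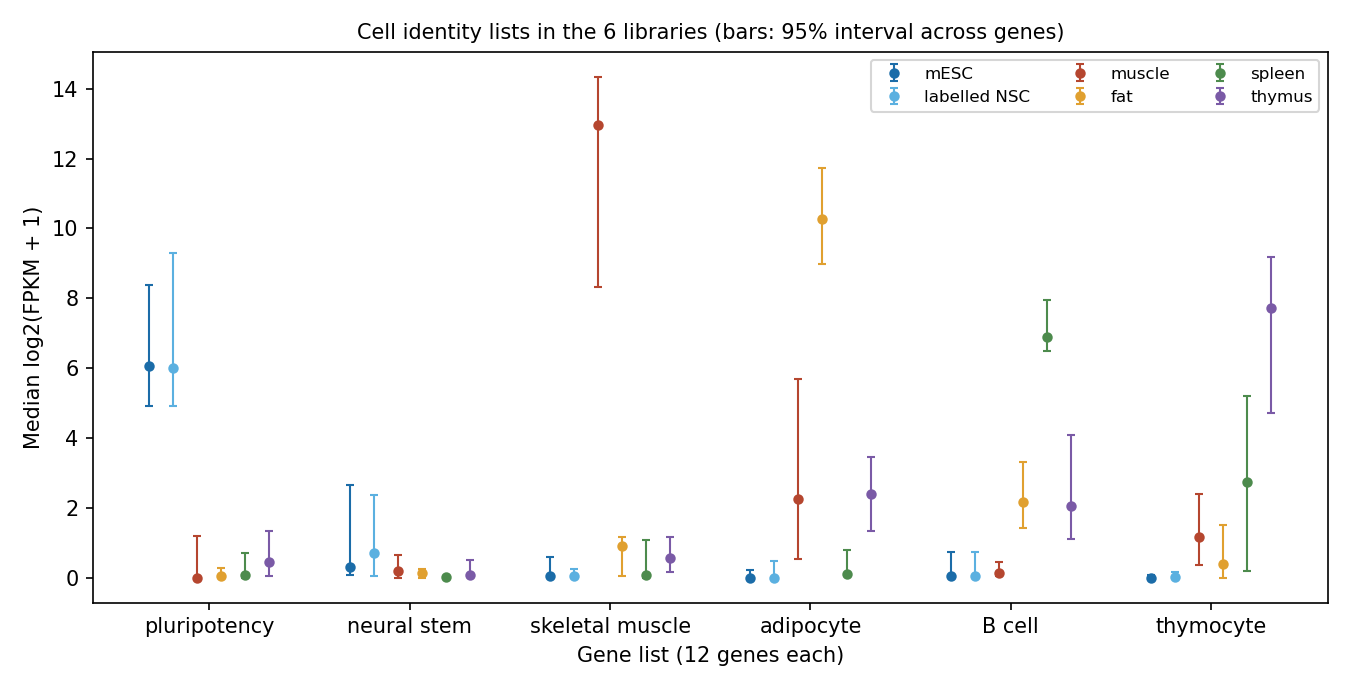
Median log2(FPKM + 1) of 6 identity lists of 12 genes in each of the 6 libraries, with bars for the 95% order-statistic interval across genes. The 4 tissue lists peak in their own library, while the pluripotency medians of mESC and the library labelled NSC are 6.07 and 5.99 and the neural stem medians 0.30 and 0.70.

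The comparison of the library labelled NSC with mESC found 294 of 12696 genes at least 4-fold apart, 178 higher and 116 lower. This split depended on the scaling: median-of-ratios factors gave 134 higher and 137 lower, and rescaling to a common sum gave 166 higher and 1103 lower, with the median log2 ratio of all genes moved by -0.65. The 5 highest protein-coding ratios were those of mt-Co3, mt-Atp6, mt-Cytb, mt-Nd1 and Crabp2. The log2 ratio was 4.89 for mt-Co3 (295 against 9.01 FPKM) and 3.56 for Crabp2 (31.2 against 1.73 FPKM). In mESC, mt-Co3 and mt-Atp6 had only 139 and 176 reads, or 9.01 and 13.1 FPKM. There mt-Cytb had 408 FPKM and mt-Nd1 820. Reads shared with copies elsewhere in the genome were not checked for the mitochondrial genes, so their levels and ratios are uncertain. The 5 lowest ratios were those of Socs3, Tfcp2l1, Hspg2, Peg10 and Lama1. Socs3, on chromosome 11 from 117966079 to 117970047, fell by 4.28 on the log2 scale, from 52.0 to 1.74 FPKM. Tfcp2l1 fell by 3.56 on the log2 scale, from 25.6 to 1.25 FPKM. These 10 genes kept their direction under both other scalings and with pseudocount 0.1. Ratios of this size could hardly reverse, since the scalings moved the median log2 ratio by only -0.65 and -0.12. The 5 highest genes had 681 to 1322 exonic bp. The 5 lowest had 6667 to 14307, apart from Socs3 with 2891. The trend with exonic length described next was not removed for single genes.

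The log2 ratio of the library labelled NSC over mESC varied with exonic length across 10973 protein-coding genes, with a Spearman rho of -0.36. In the tenth with the shortest genes, of median length 1219 bp, the median log2 ratio was 0.69 (0.63 to 0.76). In the tenth with the longest genes, of median length 11603 bp, it was -0.42 (-0.47 to -0.38). Over the other 14 pairs rho lay between -0.19 for thymus over spleen and 0.21 for spleen over the library labelled NSC.

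**Figure D2:**
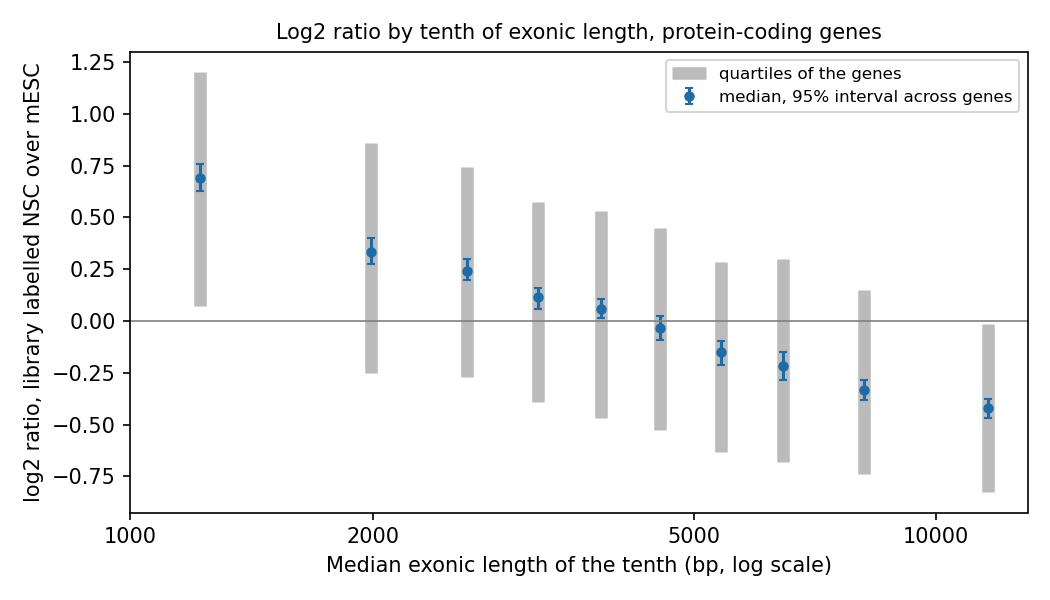
Log2 ratio of the library labelled NSC over mESC against exonic length (log axis, bp), for protein-coding genes in 10 bins of near-equal size. Points are bin medians with 95% intervals across genes and grey bars span the quartiles; the medians run from 0.69 in the shortest bin to -0.42 in the longest.

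The tissue libraries were compared with each cultured library. Against the library labelled NSC, 4093 genes were at least 4-fold apart in muscle (2445 higher, 1648 lower) and 3732 in fat (2178 higher, 1554 lower). Spleen gave 3339 (1956 higher, 1383 lower) and thymus 2568 (1455 higher, 1113 lower). Against mESC the totals were 3724 in muscle, 3577 in fat, 2893 in spleen and 2300 in thymus, with 63.7%, 60.9%, 58.9% and 57.6% of these genes higher in the tissue. The order of the 4 tissues was the same against both references as deposited. After rescaling to a common sum, spleen with 5465 genes came before fat with 5311 against the library labelled NSC. Rescaling to a common sum moved the split most. Against mESC, muscle then had 1646 higher and 5600 lower genes and fat 1878 higher and 4530 lower. Against the library labelled NSC, muscle had 2133 higher and 3780 lower, fat 2367 higher and 2944 lower, and thymus 3646 higher and 1230 lower. The median log2 ratio of all compared genes in muscle against mESC moved by -1.38 with it. The splits between tissues and cultured cells therefore hold only relative to the scaling. So do directions of single genes whose difference is of about that size or smaller.

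Library-enriched genes numbered 707 in muscle, 486 in fat, 407 in spleen, 181 in thymus, 69 in the library labelled NSC and 29 in mESC. These counts rested on the nearest other library. Without mESC, the library labelled NSC had 553 such genes, and without the library labelled NSC, mESC had 395. Without spleen, thymus had 498 and mESC 45, and without thymus, spleen had 816. Muscle had 1258 without fat, and fat had 1022 without muscle. The largest gaps were those of Ckm, Pvalb and Atp2a1 in muscle, Retn, Cyp2e1 and Adipoq in fat, Slc4a1, Klf1 and Car1 in spleen, and Dntt, Rag1 and Tbata in thymus. In mESC they were those of Tfcp2l1, Peg10 and Lama1, and in the library labelled NSC those of Zfp981, Calca and Zic2. The gap was 13.19 for Ckm (20839 FPKM in muscle), 9.02 for Retn (1150.2 FPKM in fat) and 7.39 for Slc4a1 (297 FPKM in spleen). It was 6.83 for Dntt (599 FPKM in thymus) and 3.39 for Zfp981 (53.0 FPKM in the library labelled NSC). Under pseudocount 0.1 the mESC count changed to 191, and rescaling to a common sum gave 307.

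A set of 898 genes was at least 2-fold higher in both cultured libraries than in all 4 tissues. Among the 15 pairs this was rank 2, after muscle and fat with 1031 and before spleen and thymus with 742. The other 12 pairs shared between 8 and 93 genes. The count moved most when the FPKM were rescaled to a common sum, to 1431, where spleen and thymus had 1774 and muscle and fat 517.

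The machinery lists asked whether general cell functions differed between the tissues and the library labelled NSC beyond what genes of similar expression did. The excess of the cell cycle list over matched random lists was -4.22 in muscle and -4.30 in fat on the log2 scale. In spleen the excess was -0.86, in thymus -1.10 and in mESC -0.30, and all 5 were below the 2.5th percentile of random lists. The ribosome biogenesis list had excesses of -2.65 in muscle, -2.48 in fat, -1.06 in spleen, -1.68 in thymus and -0.41 in mESC, all below the same percentile. The spliceosome list had -1.87 in muscle, -1.97 in fat, -0.50 in spleen, -0.56 in thymus and -0.51 in mESC, also all below it. The proteasome list had -0.95 in muscle, -1.11 in spleen, -0.74 in thymus and -0.54 in mESC, all below it, and -0.80 in fat at the 2.65th percentile. The chromatin modifier list had -1.87 in muscle and -1.85 in fat, below all random lists, but -0.49 in spleen, -0.44 in thymus and -0.016 in mESC, inside the central 95% of random lists. The ribosomal protein list had -1.05 in muscle, -1.54 in fat and -0.31 in mESC, all below the 2.5th percentile. In spleen it had an excess of 0.10, at the 69.5th percentile, and in thymus -0.36, at the 7.54th.

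The oxidative phosphorylation list stood out in direction. Its excess was 1.68 in muscle (1.42 to 1.84) and 1.32 in fat (1.09 to 1.67), above at least 99.97% of random lists, and -0.60 in mESC (-0.78 to -0.29), below all of them. In spleen it was -0.33, at the 5.22th percentile, and in thymus 0.0044, at the 51.1th. All these comparisons share the library labelled NSC, and random lists deviated in the same direction in all 4 tissues in 39.5% to 43.9% of draws. Matching the random lists on expression in the library labelled NSC alone moved the excesses most, with 12 of the 35 reversed, among them proteasome in fat at 0.44. With mESC as the reference, a choice made after seeing the data, the spliceosome list was inside the central 95% of random lists in spleen and thymus, and the proteasome list in muscle, fat and thymus. The chromatin modifier list was then below the 2.5th percentile in spleen and thymus. Alternatives listed beforehand also changed calls near the limit. Random lists of protein-coding genes put the chromatin modifier list at the 1.6th percentile in spleen and the 1.65th in thymus, and the proteasome list in fat at the 1.06th. Matching on length as well put these at the 0.13th, 0.55th and 1.17th, and the ribosomal protein list in thymus at the 1.93th. Many ribosomal protein genes have processed pseudogenes that can share their reads, as has Gapdh, which had only 2.28 to 35.9 FPKM across the 6 libraries, so their levels are uncertain.

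**Figure D3:**
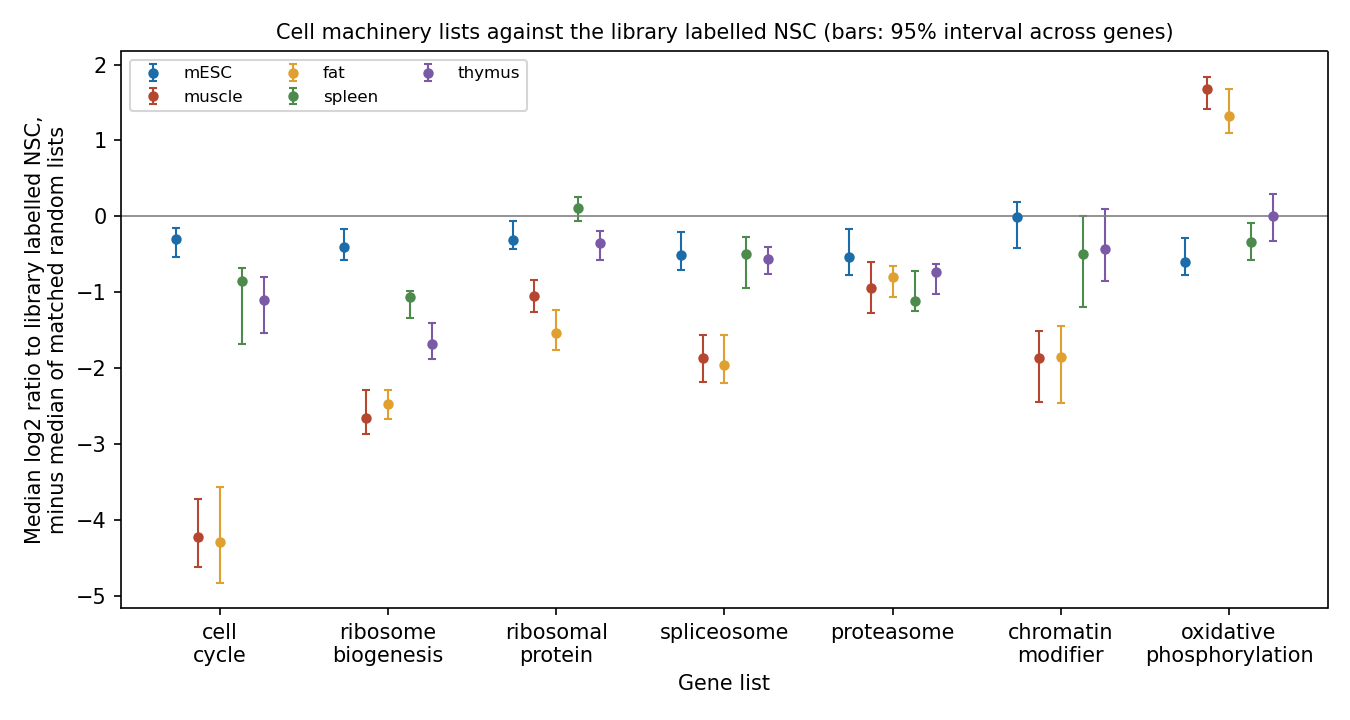
Median log2 ratio of 7 machinery lists in 5 libraries to the library labelled NSC, minus the median of 10000 matched random lists, with bars for the 95% interval across genes. The cell cycle list lies at -4.22 in muscle and -4.30 in fat, and the oxidative phosphorylation list at 1.68 and 1.32.

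The question of gene length in enriched genes was addressed by the genomic span of protein-coding enriched genes. Relative to random lists matched on expression, the median span was 0.54 times in the library labelled NSC (53 genes, median 13175 bp), at the 0.5th percentile. The ratio was 0.677 in muscle, 0.758 in fat, 0.607 in spleen and 0.579 in thymus, each at or below the 0.02th percentile. It was 0.895 in mESC, where only 12 genes counted and the percentile was 40.1. Exonic length in place of span moved the mESC ratio most, to 1.28, and gave 0.45 in the library labelled NSC. Genes enriched there must exceed mESC, and the log2 ratio to mESC itself fell with exonic length, with a rho of -0.36. Random lists matched on expression do not remove that trend, so the short enriched genes of the library labelled NSC may restate it. Pseudocount 0.1 changed the ratio in muscle to 0.919.

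Lists for sex and for other cell states were read in all 6 libraries. Genes of the Y chromosome list had medians between 1.71 in mESC and 2.77 in the library labelled NSC, and Xist had at most 0.0481 FPKM in any library. The neuron list had a median of 0.82 in mESC and 0.72 in the library labelled NSC, and the mesendoderm list 0.42 and 0.15.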

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

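All tests in this part were chosen after the results they bear on had been seen. The signals of other cell types were singled out because they lay above both cultured libraries, and no biological explanation for them was tested beyond what is stated.

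The oxidative phosphorylation list moved in opposite directions against the library labelled NSC. Its excess over random lists was 1.68 in muscle and 1.32 in fat but -0.60 in mESC, and this difference between groups was not tested, since each has 1 library. Of its 40 genes, 1 was below the library labelled NSC in muscle, 2 in fat and 40 in mESC. In spleen 40 were below it and in thymus 36, with excesses inside the central 95% of random lists. The count alone therefore does not mark an excess. The listed genes are short, with a median exonic length of 1816 bases, so a trend with gene length between libraries was weighed. In mESC it is excluded as the whole cause, since the excess was -0.56 (-0.74 to -0.25) against random lists matched on length too. Such a cause would need short genes to be higher in muscle and fat than in the library labelled NSC. Across genes, rho of length and log2 ratio was 0.019 in muscle (0.0013 to 0.036) and -0.0083 in fat (-0.026 to 0.0094), which argues against it there. These 95% intervals came from Fisher's transformation across genes, which are not independent replicates. A scaling of whole libraries was not tested, since 1 factor per library moves the list and the random lists alike. A difference between tissues, which the design names, stays open as untested.

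Erythroid genes were found outside the main comparisons, with list medians of log2(FPKM + 1) of 4.82 in muscle, 4.59 in fat, 8.45 in spleen and 4.21 in thymus. Of the 8 genes, 5 reached an FPKM of 1 in muscle, fat and thymus, and none in mESC. The 4 globin genes had a median of 22% of their spleen level in muscle (range 16.2% to 39.2%), 14.3% in fat (11.7% to 23.6%) and 10.6% in thymus (7.43% to 13.1%). Carry-over from the spleen sample would bring erythroid precursor transcripts at the same share. Slc4a1 and Epb42 were found at no more than 0.683% of their spleen level in any of the 3 libraries, which argues against it. Hba-a1 had 923 FPKM in muscle, and it has a near-identical copy, so its own level is uncertain. Mature red cells in the tissues may be a source, which was not tested.

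Macrophage genes had list medians of 4.10 in muscle, 5.97 in fat, 5.16 in spleen and 4.31 in thymus. At an FPKM of 1, 9 of the 10 genes were found in muscle, 10 in fat, and 1 in mESC. Lyz2 had 72.8 FPKM in muscle and 330.4 in fat. In muscle these genes stood at 20.4% of their fat level (12.4% to 33.0%), while adipocyte genes stood at 0.183% (0.0743% to 2.11%), so carry-over from the fat sample is unlikely to be the source there. Macrophages within the preparations stay open as an untested explanation.

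Endothelial genes had list medians of 5.34 in muscle and 3.88 in fat, and fibroblast genes 7.31 in muscle, 5.53 in fat and 2.67 in thymus. All 8 genes of each list reached an FPKM of 1 in muscle and in fat, but 4 of the 8 endothelial genes did so in mESC as well. Col1a1 had 3080 FPKM in muscle and 149 in fat, and Cldn5 314 and 530.3. In fat, fibroblast genes stood at 20.1% of their muscle level (4.83% to 461%) and endothelial genes at 35.2% (28.5% to 169%). Skeletal muscle genes stood at 0.00730% there (0.000990% to 0.0224%), which argues against carry-over from the muscle sample. Other cell types within the preparations could give these signals, which was not tested.

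Brown fat genes had list medians of 3.44 in fat and 1.70 in thymus, and 4 and 3 of the 6 genes reached an FPKM of 1. Ucp1 had 54.6 FPKM in fat and 12.1 in thymus. Cox8b was higher in muscle than in fat, at 965 FPKM, so that gene does not mark brown fat here. In thymus, the 4 genes that reached an FPKM of 1 in fat stood at a median of 6.86% of their fat level (range 4.24% to 22.3%), against 0.299% for adipocyte genes (0.170% to 0.345%). These 4 include Cox8b and Ppargc1a, both higher in muscle than in fat. Without them, Ucp1 stood at 22.3% and Cidea at 9.19%. Reads carried over from the fat library would give the same share for both lists, so the test argues against that source for the brown fat genes. Brown fat attached to the dissected thymus may be a source, which was not tested.

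The table holds 528 unnamed loci, of which 30 reached an FPKM of 10 in at least 1 library. Of these 30, 17 carry a match to a retroviral protein in the table's own description. The highest lies on chromosome 11 from 86807772 to 86816396, with 311 FPKM in fat and 281 in spleen. Uncertain placement of reads among repeated copies and a difference between tissues cannot be told apart for these 17 loci, because the handling of reads with several alignments is not stated.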

How the results depend on the processing

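The choices named here had been listed beforehand, apart from mESC as the reference of the machinery lists, the removal of the length trend and the settings for single named genes, which were chosen after seeing the data. The cause of a change was not tested unless its construction is given. No paired analysis was possible because each group has 1 library, so the groups share fewer than 2 replicate numbers.

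Some alternatives could not change a result by construction. With pseudocount 1, a gene 4-fold above another library has an FPKM of at least 3, and a gene 2-fold above it an FPKM of at least 1, so dropping the filter left the 4-fold, enriched and shared counts as they were. Spearman correlations do not depend on the pseudocount. A factor per library moves a machinery list and its random lists nearly alike, so median-of-ratios factors were no test of those excesses.

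Counts of expressed genes stayed within 1.5 times at an FPKM of 0.5, under both other scalings and with protein-coding genes. A minimum FPKM of 5, which by construction keeps fewer genes, gave 6580 in mESC, 6456 in the library labelled NSC, 7112 in muscle, 6936 in fat, 7290 in spleen and 6909 in thymus.

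The order of the 4 correlations described held in each setting for Pearson r. With pseudocount 0.1, r was 0.923 for mESC and the library labelled NSC, 0.825 for spleen and thymus, 0.753 for muscle and fat, and 0.474 for muscle and spleen. With all genes, r and rho were 0.959 and 0.881 for the cultured pair, 0.870 and 0.855 for muscle and fat, and 0.736 and 0.748 for muscle and spleen, and 0.923 and 0.832 for spleen and thymus. By rho, muscle and fat thus came before spleen and thymus with all genes, the reverse of the order described. With genes at an FPKM of at least 5 they were 0.927 and 0.913, 0.687 and 0.677, and 0.334 and 0.315 for these 3 pairs, and 0.817 and 0.802 for spleen and thymus. With protein-coding genes they were 0.936 and 0.931, 0.741 and 0.741, and 0.484 and 0.476, and 0.872 and 0.861 for spleen and thymus.

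For all 6 identity lists, the change of the gap under the 3 alternatives stayed within the across-gene interval of the list median in its expected library. No interval of the gap itself was computed, so this limit is a wide one. The pluripotency gap in favour of mESC ranged from 0.082 as deposited to 0.71 after rescaling to a common sum, and the neural stem gap reached 1.13 with pseudocount 0.1.

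Pseudocount 0.1 raised all counts of 4-fold genes, to 1240 for the library labelled NSC against mESC (547 higher, 693 lower). Against the library labelled NSC it gave 6758 in muscle, 6315 in fat, 6001 in spleen and 5168 in thymus, and against mESC 6349, 6216, 5335 and 4765. A smaller pseudocount makes each log2 ratio larger in size, so these counts can only rise, by construction. Counting noise called 39 of 11798 simulated unchanged genes with this pseudocount, far fewer than the genes added. Rescaling to a common sum gave 1269 for the cultured pair. It gave 5913 in muscle, 5311 in fat, 5465 in spleen and 4876 in thymus against the library labelled NSC, which put spleen before fat, and 7246 in muscle, 6408 in fat, 5202 in spleen and 4656 in thymus against mESC. It moved the median log2 ratio of all genes by -0.65 for the cultured pair, by -0.85 in muscle, -0.45 in fat, 0.50 in spleen and 0.69 in thymus against the library labelled NSC, and by -1.38, -1.08 and -0.22 in muscle, fat and spleen against mESC. Median-of-ratios factors moved it by -0.12 for the cultured pair, by 0.24 in muscle and 0.11 in fat against the library labelled NSC, and by 0.11 in muscle against mESC. With protein-coding genes, which are fewer, 182 genes were called in the cultured pair (129 higher, 53 lower). After the length trend was removed, 275 were called (95 higher, 180 lower), of which 186 had been called before.

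Enriched counts under pseudocount 0.1 were 191 in mESC, 228 in the library labelled NSC, 1118 in muscle, 753 in fat, 727 in spleen and 429 in thymus. Rescaling to a common sum gave 307 in mESC, 706 in spleen and 494 in thymus, and protein-coding genes 12, 195 and 106. Leaving out each other library in turn gave 31 to 395 genes in mESC, 71 to 553 in the library labelled NSC, 738 to 1258 in muscle, 496 to 1022 in fat, 412 to 816 in spleen and 184 to 498 in thymus. The highest value came without the library labelled NSC for mESC, without mESC for the library labelled NSC, without fat for muscle, without muscle for fat, without thymus for spleen and without spleen for thymus, and mESC had 45 without spleen. Fewer libraries to exceed can only raise these counts, by construction.

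The set shared by the cultured pair numbered 572 at an FPKM of at least 5 and 1431 after rescaling to a common sum, and 1027 to 1124 when each tissue was left out. The pair ranked 2 of 15 in the 6 alternatives that kept all libraries.

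Machinery excesses stayed within their intervals with random lists of protein-coding genes in all 35 comparisons, but 3 of them passed below the 2.5th percentile of random lists. These were chromatin modifier in spleen and thymus and proteasome in fat. Pseudocount 0.1 moved cell cycle to -5.14 in muscle and -5.31 in fat, and ribosome biogenesis in fat to -2.71. Matching on length as well moved proteasome in spleen to -1.29, and 4 comparisons passed below the 2.5th percentile, the same 3 and ribosomal protein in thymus.

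Random lists matched on expression in the library labelled NSC reversed 12 of the 35 comparisons and moved 20. They changed the side of the central 95% of random lists in 17, of which 14 moved inside it. The reversed values were 0.16 in mESC and 0.061 in spleen for cell cycle, 0.058 in muscle and 0.30 in thymus for ribosomal protein, and 0.23 in spleen and 0.17 in thymus for spliceosome. They were 0.10 in muscle and 0.44 in fat for proteasome, 0.27 in mESC, 0.19 in spleen and 0.24 in thymus for chromatin modifier, and 0.17 in spleen for oxidative phosphorylation. Cell cycle moved to -3.21 in muscle, -3.24 in fat and -0.23 in thymus. Ribosome biogenesis moved to -0.054 in mESC, -1.66 in muscle, -1.43 in fat, -0.29 in spleen and -0.93 in thymus. Ribosomal protein moved to -0.31 in fat and 0.72 in spleen, and spliceosome to -0.20 in mESC, -0.89 in muscle and -0.92 in fat. Proteasome moved to -0.48 in spleen and -0.056 in thymus, and chromatin modifier to -0.99 in muscle and -0.97 in fat. Oxidative phosphorylation moved to 2.56 in muscle, 2.29 in fat and 0.54 in thymus. This matching picks random genes high in the reference library itself, whose ratios to it are low by construction.

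With mESC as the reference, oxidative phosphorylation in spleen reversed to 0.0026, and 6 of 28 comparisons changed the side of the central 95%, 4 of them moving inside it. Cell cycle moved to -0.79 in thymus. Ribosome biogenesis moved to -2.13 in muscle, -2.01 in fat, -0.88 in spleen and -1.28 in thymus, and ribosomal protein to -1.19 in fat. Spliceosome moved to -1.48 in muscle, -1.33 in fat, -0.12 in spleen and -0.16 in thymus. Proteasome moved to -0.49, -0.33, -0.70 and -0.36 in muscle, fat, spleen and thymus. Oxidative phosphorylation moved to 2.18 in muscle, 1.93 in fat and 0.37 in thymus.

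The span of enriched genes relative to random lists moved with pseudocount 0.1 to 0.919 in muscle and 0.756 in spleen. Among the 10 named log2 ratios of the cultured pair, none changed sign under the 3 settings added later, which ratios of this size could hardly do. Of the 30 values, 18 moved beyond counting error.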

Other observations

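Of the tests in this part, those on LIF targets, on digestion and on thymus RNA in muscle were set before their values were seen, and the others were chosen after the result was seen. The rules of the tests on thymus RNA in muscle, on adipocyte genes in thymus and on a minority of undifferentiated cells were altered after their first outcomes.

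The library labelled NSC kept pluripotency transcripts and had few neural ones. A swap of labels would put a high neural stem median elsewhere if the derived cells had one, but the highest in the other 5 libraries was 0.30. With low medians in both cultured libraries, this test cannot exclude a swap between mESC and the library labelled NSC. Low depth is excluded by a floor at which 3 reads stand for at most 0.126 FPKM of any neural stem gene there. A mostly neural culture with a minority of undifferentiated cells was weighed by the level of the neural genes. The neural stem median was 0.70, with an upper bound of 2.38, while the lowest median of the 4 tissue lists in their own library was 6.89. These 4 lists hold other genes, and no library of known neural cells was available, so the comparison cannot decide this. A first form of this test, on the pluripotency genes, decided nothing: their median log2 ratio to mESC was 0.55 (-1.25 to 1.13), and -0.062 after rescaling to a common sum. The mESC library deposited again would differ by counting noise only, but 294 genes were 4-fold apart. An early stage before neural markers rise stays open as untested, and the word primitive in the label may mean it. A culture that did not differentiate stays open as untested too, and a neural culture with a minority of undifferentiated cells as undecided.

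Socs3 and Tfcp2l1 were among the lowest genes in the library labelled NSC, which the labels say was grown in a serum-free medium, while the medium of the mESC held LIF. A list of 10 other LIF signalling targets was drawn up after these genes had been seen. Its median log2(FPKM + 1) was 2.73 in mESC and 1.32 in the library labelled NSC. Among the 9 genes above the filter, 9 were lower, and their excess over random lists was -1.25 (-1.70 to -0.55), below all of them. This is consistent with culture without LIF, as a hypothesis. The labels do not say whether the serum-free medium held LIF, and the test does not separate a lack of LIF from a lack of serum. Its random lists were not matched on length, although the log2 ratio fell with exonic length. The median of the immediate early and stress list was also lower, at 1.86 in the library labelled NSC against 3.09 in mESC. The drop was thus not limited to LIF targets.

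Short genes were higher and long genes lower in the library labelled NSC than in mESC. Ribosomal, mitochondrial and other machinery genes are an unlikely cause, since rho was -0.35 in 10557 genes after 416 of them were left out. The trend in turn does not account for the lower machinery lists of mESC. With random lists matched on length, the excess was -0.65 (-0.89 to -0.27) for proteasome, -0.61 (-0.81 to -0.31) for spliceosome and -0.49 (-0.66 to -0.26) for ribosome biogenesis. RNA degradation or fragment length could give such a trend and was not tested.

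Thymocyte genes were found in muscle at a median of 0.756% of their thymus level (0.288% to 1.08%). Swapped reads between all libraries are unlikely, since skeletal muscle genes stood in thymus at 0.00727% of their muscle level (0.00159% to 0.0337%). Thymus RNA carried into the muscle library cannot be told apart from expression in muscle. Other thymus-enriched genes stood at 1.59% in muscle (0.978% to 2.54%), but also at 1.06% in fat (0.583% to 2.07%), and these intervals overlap. The thymic epithelium list had a median of 5.68 in thymus and 0.98 in muscle, with shares too spread to decide.

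Adipocyte genes were found in thymus at 0.299% of their fat level. Reads from the fat library and fat tissue on the thymus cannot be told apart, since other fat-enriched genes stood at 2.76% (2.13% to 3.41%), which either allows. B cell genes stood in fat at 2.07% of their spleen level (1.62% to 3.69%). Carry-over from spleen is unlikely to be their source, since erythroid precursor genes stood in fat at no more than 0.0186%.

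Immediate early and stress genes, a list of 12 added later, had medians of 8.46 in muscle, 8.07 in fat, 5.12 in spleen, 2.68 in thymus, 3.09 in mESC and 1.86 in the library labelled NSC. The lower of muscle and fat exceeded the higher of spleen and thymus by 2.96. Digestion at 37 degrees and tissue cannot be told apart as the source, because the design text describes collagenase digestion for muscle and fat alone. Whether thymus or spleen was also treated with an enzyme is not settled by the labels, whose extraction protocol gives trypsin for cells in general.

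Tnnc2 was near 0 in muscle although the other muscle genes were abundant. Of its exonic bases, 74% are also exonic in Ube2c, which had 1.71 FPKM in muscle. Reads shared with an overlapping gene and left uncounted are consistent with this, as a hypothesis, since no strand or counting setting is stated. The bases outside the overlap had few counted reads too, and this remainder was not tested.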
